# PCBP-1 Regulates the Transcription and Alternative Splicing of Inflammation and Ubiquitination-Related Genes in PC12 Cell

**DOI:** 10.3389/fnagi.2022.884837

**Published:** 2022-06-20

**Authors:** Aishanjiang Yusufujiang, Shan Zeng, Chen Yang, Sha Jing, Lijuan Yang, Hongyan Li

**Keywords:** PCBP1, alternative splicing, Parkinson’s disease, LCN-2, WWP-2

## Abstract

PCBP-1, a multifunctional RNA binding protein, is expressed in various human cell/tissue types and involved in post-transcriptional gene regulation. PCBP-1 has important roles in cellular Iron homeostasis, mitochondrial stability, and other cellular activities involved in the pathophysiological process of neurodegenerative diseases, such as amyotrophic lateral sclerosis (ALS) and Huntington’s disease (HD). However, it remains enigmatic whether PCPB-1 is associated with the pathogenesis of PD. In this study, we cloned and constitutively overexpressed PCBP-1 in rat PC12 cells (PC12 cell is the common cell line studying neurodegenerative disease include PD). RNA-seq was performed to analyze PCBP-1-regulated differentially expressed genes (DEGs) and alternative splicing events (ASEs) between control and PCBP1-overexpressed cells. GO and KEGG pathway analyses were performed to identify functional DEGs and alternatively spliced genes. Consequently, we validated PCBP-1-regulated genes using RT-qPCR. Finally, we downloaded CLIP-seq data from GEO (GSE84700) to analyze the mechanisms of PCBP-1’s regulation of gene expression and ASEs by revealing the binding profile of PCBP-1 on its target pre-mRNAs. Overexpression of PCBP-1 partially regulated the ASE and expression of genes enriched in neuroinflammation and protein ubiquitination, which were also associated with PD pathogenesis. Moreover, RT-qPCR assay verified the PCBP-1-modulated expression of neuroinflammatory genes, like *LCN-2*, and alternative splicing (AS) of ubiquitination-related gene *WWP-2*. Finally, CLIP-seq data analysis indicated that the first UC motif was the critical site for PCBP-1 binding to its targets. In this study, we provided evidence that PCBP-1 could regulate the expression of *LCN-2* gene expression associated with neuroinflammation and AS of WWP-2 in relation to protein ubiquitination. These findings thus provided novel insights into the potential application of PCBP-1 as the disease pathophysiological or therapeutic target for neurodegenerative disease.

## Introduction

Parkinson’s disease (PD), a progressive neurodegenerative condition primarily affecting the midbrain, is the second most leading cause of neurodegenerative disorder in the elderly population, following Alzheimer’s disease (AD), while the etiological factors largely remain unknown (Tysnes and Storstein, 2017). To date, genetic mutation is considered the most common etiology of PD pathogenesis. However, pathogenic variations in 20 monogenic loci can only account for 10–20% of PD onsets (Blauwendraat et al., 2020). In addition, the transcriptional and post-transcriptional regulations also play important roles in PD pathophysiology (Blackinton et al., 2009; Boon, 2016; Sato et al., 2021). Given that RNA binding proteins (RBPs) are key post-transcriptional regulators, any abnormalities in this family of proteins can modulate the pathophysiology of the neurodegenerative diseases through regulating the disease-associated gene expression (Brinegar and Cooper, 2016; Conlon and Manley, 2017; Sidibé et al., 2021). For example, TAR DNA binding protein of 43 kDa (TDP-43) is involved in apoptosis, cell division, and axonal transport through regulation of transcription, alternative splicing, and mRNA stability in frontotemporal dementia (FTD), AD, and amyotrophic lateral sclerosis (ALS; Hanson et al., 2012; Jo et al., 2020; Klim et al., 2021).

RBPs bind to their respective target RNAs through highly conserved RNA-binding domains (RBDs) in order to regulate the functionality of those RNAs. Poly (rC)-binding protein 1 (PCBP-1), a key member of the PCBP family of proteins, is widely expressed in various human tissue types. PCBP-1 plays an important role in the regulation of transcription and RNA metabolism at various levels (Geuens et al., 2017). The previous studies have also indicated that PCBP-1 regulates the circadian clock (Wu et al., 2021) as well as maintains the iron homeostasis (Yanatori et al., 2020). Furthermore, abnormal nuclear distribution of PCBP-1 participates in Huntington’s disease (HD) pathogenesis, suggesting that as RBPs, like PCBP-1, may contribute to the pathophysiological processes under neurodegenerative conditions (Geuens et al., 2017; Mori et al., 2019). Since PD and HD share common pathophysiology, PCBP-1 may be closely associated with PD as well, but the exact mechanism is not yet clear (Artyukhova et al., 2019; McLeary et al., 2019).

Up to now, most *in vitro* studies related to neurodegenerative diseases were performed in PC12 (rat pheochromocytoma) cells because of their inherent capacity to produce neuronal synapses and express key neuronal proteins (Su and Shih, 2015; Yang T.-C. et al., 2016; Zhang et al., 2016; Lee et al., 2018; Wilkaniec et al., 2019). In this study, we genetically modified PC12 cells derived from the pheochromocytoma of the rat adrenal medulla by stably overexpressing PCBP-1. We then performed RNA sequencing analysis to delineate the potential roles of PCBP-1 in modulating transcription and pre-mRNA alternative splicing (AS) related to neuroinflammation, apoptosis, endocytosis, and protein ubiquitination. Then, comparative analyses were carried out to highlight the different roles of PCBP-1 in gene activation and AS. Our findings thus indicate that PCBP-1 acts as the essential modulator of neuroinflammation, post-translational protein ubiquitination, and AS in the PD pathophysiology.

## Materials and Methods

### Plasmid

The EGFP-tagged PCBP-1 overexpression plasmid pCDNA3.1-PCBP1-EGFP-C2 was purchased from (YouBio Technology Co., Ltd., Xi’an, China).

### Cell Culture and Transfections

PC-12 cells (Procell Life Sciences, China) were cultured in RPMI-1640 medium, supplemented with 10% fetal bovine serum (FBS), 50 μmol/L β-mercaptoethanol, 100 U/mL penicillin, and 100 μg/mL streptomycin with 5% CO_2_ at 37°C. PCBP-1 plasmid was transfected in PC-12 cells by Lipofectamine-2000 reagent (Invitrogen, United States), according to the manufacturer’s protocol, and cells were harvested at 48 h post-transfection for RT-qPCR analysis.

### Gene Expression Analysis

Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was the house-keeping control for PCBP-1 overexpression analysis. cDNA synthesis and RT-qPCR assay were done using Bestar SYBR Green RT-PCR Master Mix (DBI Bioscience, China) and Bio-Rad S1000 machine. The primer sequences are listed in the Supplementary Table 1. The normalized mRNA levels were calculated by 2^–ΔΔ^ *^Ct^* method (Livak and Schmittgen, 2001), and paired Student’s *t*-test was performed for comparative analysis in GraphPad Prism.

### RNA Extraction and Sequencing

RQ1 DNase (M610A, Promega) was used to remove genomic DNA contamination from total RNA prior to construction of directional RNA-seq library by KAPA mRNA-Seq Kit (KK8541, Roche). RNA concentration and quality were measured using NanoDrop 2000 (Thermo, China). 1.5% Agarose gel electrophoresis was employed to check RNA integrity.

Poly-A tailed mRNAs were purified from 1 μg of total RNA and fragmented, followed by conversion into respective cDNA. Then, Roche DNA Adaptors (8005702001, Roche) were ligated to end-repaired and A-tailed double-stranded (ds) cDNA. Ligation products corresponding to 300–500 bps were then processed and stored at −80°C for downstream applications. dUTP incorporated cDNA strand was not amplified for strand-specific sequencing.

Illumina Novaseq 150 nt paired-end kit was applied for cDNA library preparation for high-throughput sequencing.

### Raw Data Cleaning and Alignment

2-N bases containing raw reads and reads with less than 16 nt were first eliminated, followed by FASTX-Toolkit v0.0.13 guided trimming of adaptor sequences and low-quality bases. The Ensemb Rat genome (Rnor_6.0) alignment of the clean reads was performed by TopHat2 (Kim et al., 2013), allowing 4 mismatches maximum. Thus obtained uniquely mapped reads were then used for the fragments per kilobase of transcript per million fragments mapped (FPKM) calculation and counting gene read numbers (Trapnell et al., 2010).

### Analysis of Differentially Expressed Genes

Differentially Expressed Genes (DEGs) were screened by R Bioconductor package edgeR (Robinson et al., 2010) by applying the false discovery rate (FDR) < 0.05, and fold change > 2 or <0.5 as the cut-off.

### Alternative Splicing Analysis

Alternative splicing (AS) and regulated AS (rAS) events were classified by identification of 10 types of splice-junction events, including alternative 5′ splice site (A5SS), exon skipping (ES), alternative 3′splice site (A3SS), mutually exclusive exons (MXE), intron retention (IR), mutually exclusive 5′UTRs (5pMXE), mutually exclusive 3′UTRs (3pMXE), and cassette exon using the ABLIRC pipeline (Xia et al., 2017). To assess RBP-mediated rAS events, Student’s *t*-test was performed, and the events with significant *P*-value and FDR cut-off were finally considered.

### RT-qPCR Validation of Differentially Expressed Genes and Alternative Splicing Events

The primers used for individual DEG validation using RT-qPCR assay are listed in Supplementary Table 1. Remainders of total RNA were used for cDNA preparation using M-MLV RT enzyme (Vazyme, China), followed by RT-qPCR assay using One Step RT-PCR System (Yepsen). The PCR conditions used were as follows: denaturation at 95°C for 10 min, then 40 cycles of denaturation at 95°C for 15 s, annealing and extension at 60°C for 1 min. Reactions for each sample were performed in triplicate and normalized against GAPDH.

In addition, AS and rAS events were validated by qRT-PCR assay. The primer sequences are shown in the Supplementary Table 1. The boundary-spanning primers were employed for detecting alternatively spliced mRNA isoforms.

### Functional Enrichment Analysis

Gene Ontology (GO) terms and KEGG pathway analyses were carried out to functionally categorize the identified DEGs using KOBAS 2.0 server (Xie et al., 2011). Further, enrichment of each GO term was defined by the hypergeometric test and Benjamini-Hochberg FDR controlling procedure.

### Analysis of PCBP-1 Binding to Its Target Genes Using CLIP-Seq Data

To further clarify the target genes of PCBP-1, we downloaded and reanalyzed the Clip-seq data of PCBP-1 from GEO (GSE84700) in Jurkat T cells as described earlier (Wang et al., 2018), sequencing library preparation was done, and 150-nt paired-end sequencing was performed on the Illumina HiSeq X Ten system.

A computational simulation was used to randomly generate reads similar in number and length as in peak and reads with at least 1 bp were clustered at peaks. The overlapping output reads were then mapped back to the respective gene to generate random max peak height, repeatedly for 500 times. The peak heights which were higher than random max peaks (*P* < 0.05) were selected. The PCBP-1 peaks overlapping with the input peaks were detected and eliminated by independent simulation analysis. The PCBP-1 target genes were determined by analyzing the locations of PCBP-1 binding peaks on the Rat genome by calling binding motifs of PCBP-1 by Homer software. Finally, we performed overlapping analysis for GSE84700 CLIP-seq data with PCBP-1 overexpression using ABLIRC analysis methods.

## Results

### Profiling of PCBP-1-Regulated Gene Expression

Here, we exploited the PCBP-1 overexpression (PCBP-1-OE) model in PC12 cells to investigate PCBP-1’s role in gene regulation. *PCBP-1* gene expression level was significantly higher in PCBP1-OE compared to the control (Figure 1A). In addition, PCBP-1 protein level was higher in PCBP1-OE cells (Figure 1B). The six RNA-seq libraries were constructed from PCBP1-OE cells for transcriptional profiling on the Illumina Novaseq system. 

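PC12 is a cell line from a rat pheochromocytoma, a tumor of the adrenal medulla. The paper names the cells as PC12, and these counts did not establish it. Of the genes of chromaffin cells, the origin of that line, Chga, Chgb, Dbh and Ddc had at most 9 counts in any library. Th and Scg2 had more. The libraries came from 3 cultures transfected with a control plasmid and 3 cultures transfected with the PCBP-1 plasmid (PCBP1-OE). The paper gives 48 h after transfection as the harvest time of the cells for RT-qPCR, and its text does not name the time for RNA-seq. The methods describe purified poly-A RNA, a strand-specific protocol and paired-end reads. The authors removed short and ambiguous reads, trimmed adaptors and aligned the rest to the rat genome Rnor_6.0 with TopHat2. They then counted the uniquely mapped reads of each gene, and these raw counts were deposited without normalization. The counting tool and its strand setting are not given in the sources used here, so the counts of overlapping genes and near-identical copies are uncertain. The 3 control libraries held 20268725, 21256970 and 22315623 counts on genes, and the 3 PCBP1-OE libraries 21367196, 19822383 and 19730209. The depth stated in the paper is for uniquely mapped reads, and all values here use the counts on genes. In the present computation, genes with too few counts for a test were left out by edgeR's filterByExpr, which kept 12624 genes, and libraries were scaled by the TMM method. No gene of the count table was matched to the PCBP-1 gene, so the overexpression was not checked in these libraries. The number of DEGs moved with which libraries are used, with the filter and with how the test models the spread between replicates.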

After validating the reliability of RNA-seq data, FPKM was computed for gene expression variation across samples. RNA-seq assessment was performed for PCBP-1 overexpression. FPKM values of all expressed genes were used to compute the principal component analysis (PCA) for the identification of the global expression patterns of six samples. Consequently, the presentation of the top two components revealed the clear separation between the control and PCBP1-OE cells (Figure 1C). 

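PCA was computed on the counts of all genes detected in at least 1 library, scaled by library size to CPM, each gene centred and scaled to unit variance, because FPKM values were not used here and scaling per gene removes the effect of gene length. PC1 held 34.1% of the variance and PC2 19.2%. All 3 PCBP1-OE libraries lay above all 3 controls on PC1, with group means 1.60 SD of the scores apart (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The spread within groups on PC1 was 0.534 SD. Control replicate 3, at -0.0437 SD, and PCBP1-OE replicate 3, at 0.379 SD, lay nearest to each other on PC1, while the other 2 controls were at -1.23 and -1.13 SD and the other 2 PCBP1-OE libraries at 1.05 and 0.973 SD. On PC2 the groups overlapped (exact permutation test, p = 0.4). The alternative that moved the separation most left out control replicate 3 and gave 1.77 SD. The paper states a clear separation of control and PCBP1-OE cells on the top 2 components and, from the association of replicates, proposes that PCBP-1 overexpression could alter the transcriptome profiles.

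**Figure D1:**
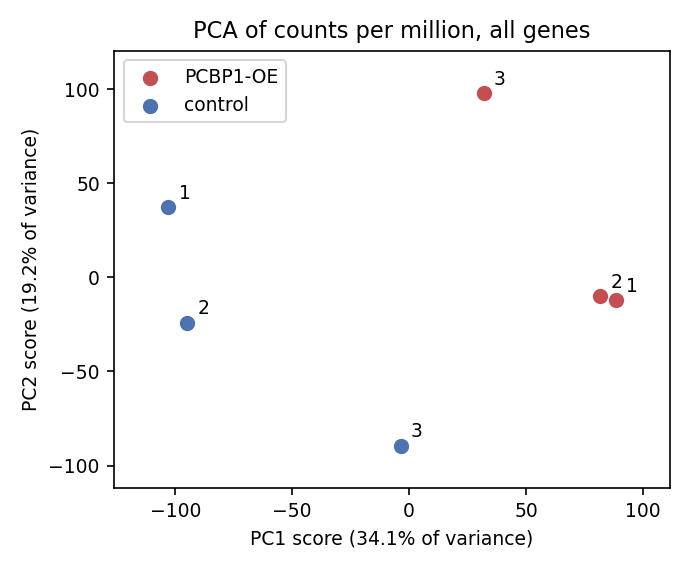
Scores of the 6 libraries on the top principal components of scaled CPM (axes in score units, with the percent of variance); each point is 1 library, labelled by its replicate number. The groups are apart on PC1, where replicate 3 of each group lies nearest to the other group; on PC2 these libraries lie at opposite ends.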

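Replicates were compared on log2 of CPM with a pseudocount of 1, across all genes. The 6 pairs of libraries within a group had a mean Pearson's r of 0.998, with a range of 0.997 to 0.998, and a mean Spearman's rho of 0.975. The 9 pairs between groups had a mean Pearson's r of 0.997 and a mean Spearman's rho of 0.974, and their Pearson range of 0.996 to 0.998 overlapped that within groups. Genes are not independent replicates, so no p-value is given. Replicates of a group differed by more than sampling noise, with a chi-square per gene of 4.87 to 16.9, and each library was counted as 1 sample. A pseudocount of 0.1 moved the mean r within groups most, to 0.992.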

Significant association of the biological replicates indicated the quality and reliability of the RNA-seq data and that PCBP-1 overexpression could alter the transcriptome profiles.

**FIGURE 1:**
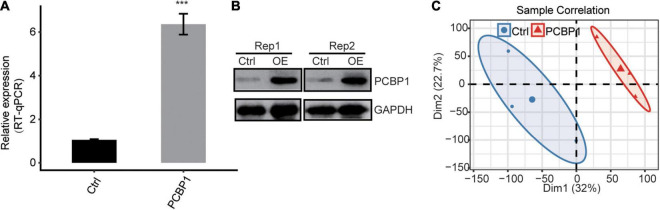
PCBP-1 expression quantified by **(A)** qRT-PCR, **(B)** western blotting, **(C)** PCA of PCBP1-OE and control, based on FPKM values. Error bars represent mean ± SEM. ***P < 0.001.

### PCBP-1 Up-Regulates Genes Enriched in Inflammation Response in PC12 Cells

For investigation of the PCBP-1’s role in the post-transcriptional regulations, we analyzed the RNA-seq data of PCBP1-OE and control samples by adjusting absolute fold change ≥ 2 and FDR ≤ 0.05 with the edgeR package and determined the DEGs (Supplementary Table 2). Subsequently, we identified 132 up-regulated and 58 downregulated genes in PCBP1-OE cells by constructing the volcano plot (Figure 2A). Furthermore, heat map estimation confirmed the DEG expression trends as observed in RNA-seq analysis in PCBP1-OE cells (Figure 2B).

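The paper's 132 and 58 genes were matched in number by 1 setting, chosen after the values were seen. It was edgeR's exact test with 1 dispersion common to all genes, no filter, a 2-fold change and an unadjusted p of 0.01. At an FDR of 0.05 that fit gave 79 and 28, and no setting run here reached the paper's numbers. With the paper's thresholds, an FDR of 0.05 and a 2-fold change, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 24 genes, 20 higher and 4 lower in PCBP1-OE. Of these 24 DEGs, 21 had all 3 libraries of a group above all 3 of the other, where chance gives 10% of unselected genes for 3 against 3; the DEGs were called on the same libraries, so this is not independent evidence. Without the fold-change threshold, 1193 genes passed an FDR of 0.05, of which 562 were higher and 631 lower (655 and 427 under upper-quartile scaling, 36 and 12 without control replicate 2), so 1169 of the called genes changed by less than 2-fold. Single libraries decided much of these counts. With 1 library left out, the number of DEGs was 35, 6 and 83 without control replicates 1, 2 and 3, and 12, 5 and 21 without PCBP1-OE replicates 1, 2 and 3. The number at any fold change was 246 without control replicate 1, 48 without control replicate 2, 2860 without control replicate 3, and 169, 136 and 697 without PCBP1-OE replicates 1, 2 and 3. Among the DEGs whose groups did not overlap, the largest increases were Tuba8 (ENSRNOG00000048169, chromosome 4), with a log2 fold change of 2.37 (standard error 0.51), and Oas2 (ENSRNOG00000049282, chromosome 12), with 2.14 (standard error 0.52). The adjusted p-values were 0.0184 and 0.0263 by the same edgeR test. Tuba8 rests on 2 to 3 counts per control library and 12 to 13 per PCBP1-OE library. The largest decrease among them was Pnpla2 (ENSRNOG00000047551, chromosome 1), with a log2 fold change of -2.19 (standard error 0.49, adjusted p = 0.0201, same edgeR test), in which control replicate 2 had 14 counts and the other controls 52 and 71. Tuba8 no longer passed an FDR of 0.05 without control replicate 2 (adjusted p = 0.0922), PCBP1-OE replicate 1 (0.0660) or PCBP1-OE replicate 2 (0.0769). The same 3 omissions took Oas2 to 0.135, 0.0692 and 0.128, and omission of control replicate 1 to 0.0855. Pnpla2 no longer passed without control replicate 1 (0.0855) or PCBP1-OE replicates 1 (0.0970), 2 (0.0821) or 3 (0.0530). With the replicate number as a block, Tuba8 was at 0.0987, Oas2 at 0.118 and Pnpla2 at 0.0891. The replicate numbers do not pair the libraries and the block costs degrees of freedom, so failing it is no evidence of an ignored pairing. Pnpla2 was at 0.0618 with limma-voom, and DESeq2 gave these 3 genes no adjusted p. Over all alternatives the adjusted p ranged from 2.9e-04 to 0.0987 for Tuba8, from 3.2e-05 to 0.135 for Oas2 and from 2.5e-13 to 0.0970 for Pnpla2. The copy of Supplementary Table 2 used here holds 107 genes, and all 24 DEGs are among them. In 67 of those 107 genes (62.6%) the groups did not overlap, which is again not independent evidence. In 26 of the 107 over 50% of the counts came from 1 library. The genes with an FDR below 1e-50 in that table include 5_8S_rRNA (ENSRNOG00000058725), counted 414 times in PCBP1-OE replicate 3 and 0 times in the other 5 libraries, and Hsp90aa1 (ENSRNOG00000007219), with 311, 40 and 708 counts in controls and 135, 31 and 54 in PCBP1-OE.

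**Figure D2:**
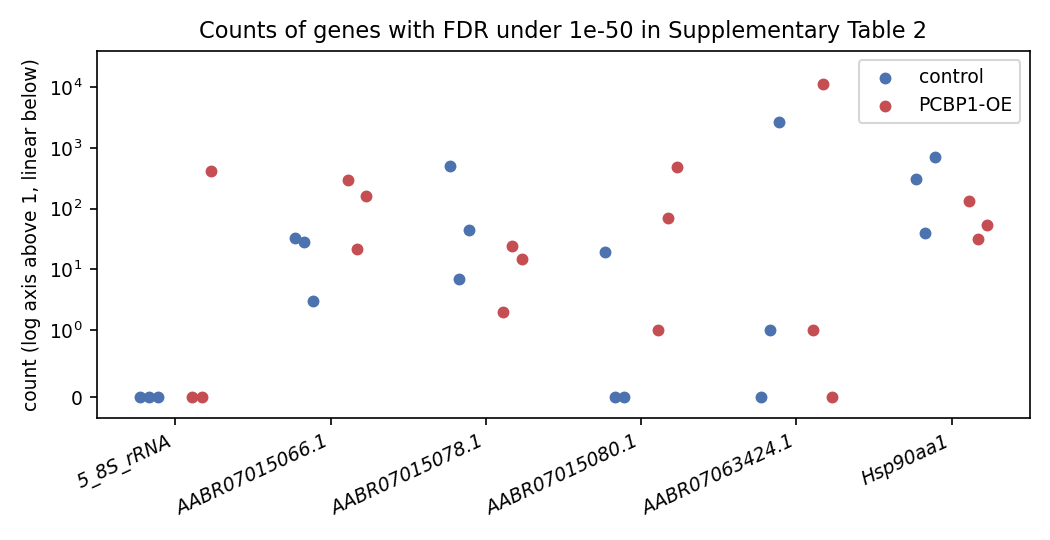
Counts in each library (log axis above 1, linear below) of the 6 genes with an FDR below 1e-50 in Supplementary Table 2; each point is 1 library. For 5_8S_rRNA, all 414 counts lie in PCBP1-OE replicate 3.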

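Over all 12624 genes tested, 3866 (30.6%) had groups that did not overlap, against 10% by chance, and the median log2 fold change of all tested genes was 0.0029. Bend3 (ENSRNOG00000046505, chromosome 20) had 10, 4 and 9 counts in controls and 28, 31 and 19 in PCBP1-OE, a log2 fold change of 1.77 (standard error 0.38). Hira (ENSRNOG00000045770, chromosome 11) rose by 1.70 on the log2 scale (standard error 0.46) from 5, 7 and 4 counts to 16, 25 and 11. Among decreases, the mitochondrial tRNA gene AY172581.21 (ENSRNOG00000033545) had a log2 fold change of -1.31 (standard error 0.36) and LOC100912012 (ENSRNOG00000004540, chromosome 8) -1.13 (standard error 0.33). The adjusted p-values of these 4 genes were 0.0181, 0.0390, 0.0407 and 0.0469, in that order, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out 1 library at a time, LOC100912012 passed an FDR of 0.05 in 0 of 6 fits (adjusted p = 0.0522 to 0.168), Hira only without PCBP1-OE replicate 3 (0.0436), and AY172581.21 only without control replicate 3 (0.0180) or PCBP1-OE replicate 1 (0.0398). Bend3 did not pass without control replicate 2 (0.103), PCBP1-OE replicate 1 (0.0805) or PCBP1-OE replicate 2 (0.0854). With the replicate number as a block, which does not pair the libraries, none of these 4 genes passed (0.107 to 0.145). DESeq2 gave them no adjusted p, and with upper-quartile scaling LOC100912012 was at 0.0520.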

**FIGURE 2:**
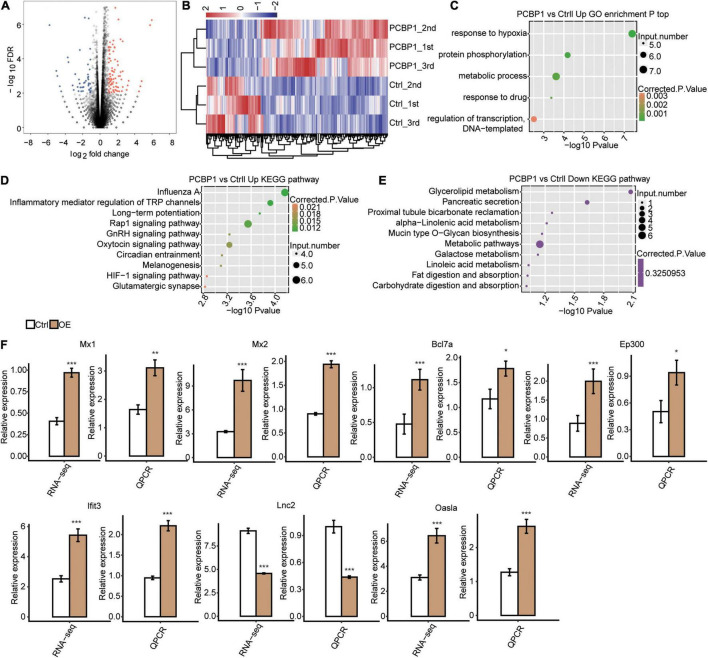
RNA-seq analysis of PCBP-1 regulated transcriptome profile. **(A)** Identification of PCBP-1 regulated genes. Up-regulated genes are labeled in red, down-regulated ones are in blue in the volcano plot. **(B)** Hierarchical clustering of DEGs in PCBP1-OE and control samples. FPKM values were log2-transformed and then median-centered by each gene. **(C)** The top 10 representatives GO biological processes pathways for up-regulated genes. **(D)** The top 10 representative KEGG pathways for up-regulated genes. **(E)** The top 10 representative KEGG pathways for downregulated genes. **(F)** Inflammatory response-related gene expression regulation by PCBP-1. Error bars represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

### GO and KEGG Analyses

To understand the functional roles of PCBP-1 in PC12 cells, KEGG pathway and GO enrichment analyses were carried out. 

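The Gene Ontology sets were not used here. A list of 36 hypoxia-response genes fixed in advance, of which 33 had enough counts, was tested for a shift and not for enrichment among DEGs. Its median log2 fold change in PCBP1-OE was -0.025, with 16 genes higher and 17 lower. The camera test with a preset correlation gave p = 0.177. With the correlation estimated from the data p was 0.363, while fry gave p = 0.0442. An FDR of 0.05 was passed by 6 of the genes, 1 higher and 5 lower, and by 8 when adjusted over the list alone, 1 higher and 7 lower. The gene that rose was Hmox1, with a log2 fold change of 0.26 (standard error 0.05, adjusted p = 0.0138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aldoc fell most among those called, with a log2 fold change of -0.40 (standard error 0.07, adjusted p = 0.00870, same edgeR test). Without control replicate 2 the median was 0.011, and without PCBP1-OE replicate 2 it was 0.016, so the sign of the list rests on single libraries.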

GO analysis showed that responses to hypoxia, protein phosphorylation, metabolic process, response to the drug, regulation of transcription DNA-templated at the molecular function (MF) level were enriched (Figure 2C). Moreover, KEGG analysis exhibited upregulation of DEGs primarily in pathways, including Influenza A, inflammation-mediated regulation of TRP channels, long-term potentiation, Rap1 signaling pathway, GnRH signaling pathway, oxytocin signaling pathway, circadian entrainment, melanogenesis, HIF-1 signaling pathway, and glutamatergic synapse formation (FDR corrected *P* ≤ 0.05, Figure 2D). Furthermore, the downregulated DEGs were mostly enriched in glycerolipid metabolism, pancreatic secretion, proximal tubule bicarbonate reclamation, alpha-linolenic acid metabolism, mucin-type O-glycan biosynthesis, metabolic pathways, galactose metabolism, metabolism of linoleic acid, and digestion and absorption of fat and carbohydrate pathways (Figure 2E). Amongst them, the inflammatory pathway, Rap1 signaling pathway, and circadian entrainment are closely associated with PD (Yang X. Z. et al., 2016; Maggio et al., 2019).

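A pair of gene lists was fixed in advance for this question. The interferon-response list had 43 genes, of which Mx1, Mx2, Oas1a, Oas2 and Ifit3 were known from Supplementary Table 2, and 38 had enough counts. Their median log2 fold change was 0.42 and their mean 0.51, and 35 of 38 were higher in PCBP1-OE. An FDR of 0.05 was passed by 22 of them, all higher, and by 29 when adjusted over the list alone, 28 higher and 1 lower. The camera test with the preset correlation gave p = 3.0e-29, an estimated correlation p = 0.0103 and fry p = 0.00126. Without the 5 genes known beforehand the median over 33 genes was 0.36. With each library left out in turn the median of the list stayed between 0.34 and 0.45. Rsad2 had a log2 fold change of 0.88 (standard error 0.09, adjusted p = 6.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The inflammatory NF-kB list had 39 genes, of which 29 had enough counts. Its median log2 fold change was 0.041, with 18 genes higher and 11 lower. For this list camera gave p = 0.368 with the preset and p = 0.376 with the estimated correlation, and fry, a rotation test, gave p = 0.101. An FDR of 0.05 was passed by 4 of its genes, Ccl5 and Tnfaip3 higher and Lcn2 and C3 lower, and by 5 when adjusted over the list alone. Without control replicate 2 the median of this list was -0.0040.

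**Figure D3:**
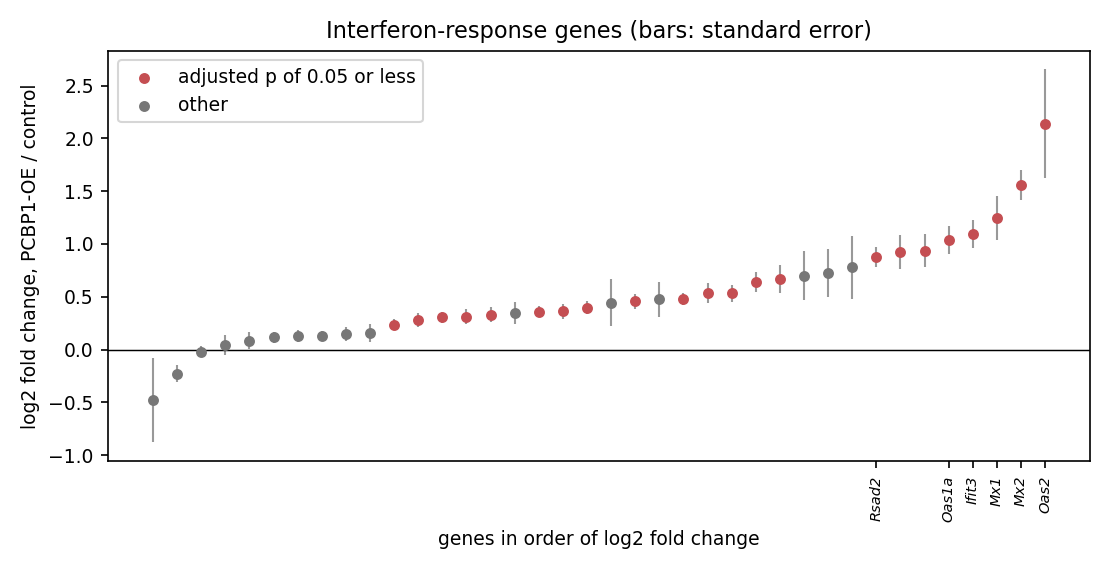
Log2 fold change of PCBP1-OE over control for 38 interferon-response genes, with bars of 1 standard error; each point is 1 gene, in order of fold change, and 6 genes are named. Genes with an adjusted p of 0.05 or less are in red, and 35 of 38 points lie above 0.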

We found that PCBP-1 overexpression activated the neuroinflammation-related gene expression. Furthermore, we conducted RT-qPCR analysis to individually assess the levels of lipocalin-2(LCN2), Mx1, Mx2, Bcl7a, Ep300, Lfit3, and Oasla mRNAs. Previous studies have shown that (lipocalin-2) LCN2 are highly expressed in neuroinflammation (Mondal et al., 2020; Lim et al., 2021). 

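In the RNA-seq counts, normalized to CPM by TMM, Lcn2 (ENSRNOG00000013973, chromosome 3) was at 10.1 ± 0.280 (SD, n = 3) in controls and 5.05 ± 0.103 (SD, n = 3) in PCBP1-OE, a log2 fold change of -1.0 (standard error 0.12). Mx2 (ENSRNOG00000001963, chromosome 11) rose from 12 ± 0.803 to 35.2 ± 8.38 (SD, n = 3 each), a log2 fold change of 1.56 (standard error 0.14). Their adjusted p-values were 0.00131 and 2.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Mx1 (ENSRNOG00000001959, chromosome 11) the log2 fold change was 1.25 (standard error 0.21, adjusted p = 0.00835, same edgeR test), for Ifit3 (ENSRNOG00000022839, chromosome 1) 1.09 (standard error 0.13, adjusted p = 0.00149) and for Oas1a (ENSRNOG00000001369, chromosome 12) 1.04 (standard error 0.13, adjusted p = 0.00162). In each of these 5 genes, no PCBP1-OE library overlapped a control library, which chance gives to 10% of unselected genes; the paper chose these genes on the same libraries, so this is not independent evidence. Ep300 (ENSRNOG00000000190, chromosome 7) had 85, 52 and 42 counts in controls and 93, 153 and 147 in PCBP1-OE. Its log2 fold change was 1.16 (standard error 0.28, adjusted p = 0.0282, same edgeR test), its normalized values overlapped between groups, and it no longer passed an FDR of 0.05 without control replicate 2 (0.149) or PCBP1-OE replicates 2 (0.114) or 3 (0.0829), or with the replicate number as a block (0.139), in a range of 1.8e-12 to 0.149 over all alternatives. Bcl7a (ENSRNOG00000056017, chromosome 12) had 6, 5 and 13 counts in controls and 18, 14 and 22 in PCBP1-OE. Its log2 fold change of 1.19 (standard error 0.41) had an adjusted p of 0.0808 by the same edgeR test, and 4 of 16 alternatives brought it to an FDR of 0.05 or less, in a range of 0.0113 to 0.263; leaving out control replicate 3 was among them, with 0.0236. Lcn2, Mx2, Ifit3 and Oas1a passed an FDR of 0.05 in all 17 alternatives and Mx1 in 15 of 17, not without control replicate 2 (0.0648) and not with the replicate number as a block (0.0891), in a range of adjusted p from 8.2e-10 to 0.0891. Under 2-fold in at least 1 alternative were Lcn2 (weakest -0.977), Ifit3 (0.979), Oas1a (0.921), Ep300 (0.914) and Bcl7a (0.956), while Mx1 and Mx2 stayed above it in all. Leaving out 1 library moved Bcl7a most, between 0.96 and 1.66.

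**Figure D4:**
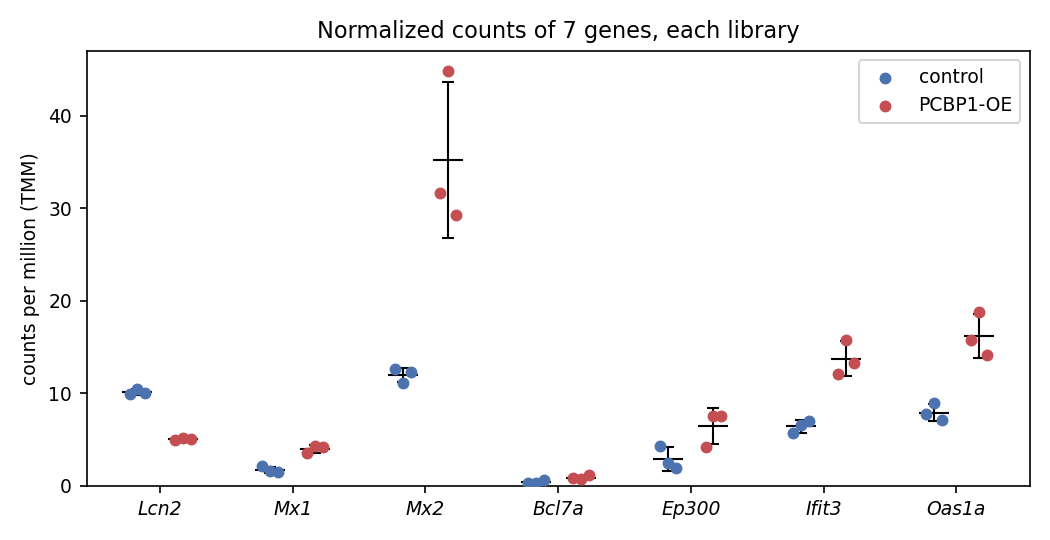
CPM (TMM) of 7 genes in the 6 libraries; each point is 1 library, and bars give the mean and SD of 3 libraries. Lcn2 is lower in all PCBP1-OE libraries, Mx1, Mx2, Bcl7a, Ifit3 and Oas1a are higher in all, and Ep300 overlaps.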

Our results revealed a significant decrease in LCN2 expression with a simultaneous increase in Mx1, Mx2, Bcl7a, Ep300, Lfit3, and Oasla expressions, which were significantly consistent with the sequencing results (Figure 2F).

### PCBP-1 Selectively Modulates the Alternative Splicing of Genes Involved in Protein Ubiquitination

We assessed the RNA-seq data quality for differential splicing in PC12 cells. A total of 49.4 ± 1.5 million uniquely mapped reads were retrieved from both samples, including 33.5% junction reads. The RNA-seq data detected 268438 novel splice junctions and 174170 annotated exons (Figure 3A and Supplementary Table 3). 

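The paper's Supplementary Table 3 lists junctions and events per library, and the groups were compared here from those counts. The paper's counts of all junctions were 170274, 172314 and 184849 in controls and 192323, 190093 and 184246 in PCBP1-OE. Their means of 175812 ± 7892 and 188887 ± 4171 (SD, n = 3 each) differed by 13075 (two-sided exact permutation test, p = 0.2, with 0.1 the smallest possible), and the groups overlapped. Per M counts on genes, a measure chosen after the values were seen, they were 8401, 8106 and 8283 in controls and 9001, 9590 and 9338 in PCBP1-OE, which did not overlap (exact permutation test, p = 0.1); known junctions alone overlapped on this measure. As counts, known junctions did not overlap between groups, at 58390 ± 1018 in controls and 60251 ± 417 in PCBP1-OE (SD, n = 3 each; exact permutation test, p = 0.1). Unannotated junctions were at 117423 ± 6936 and 128637 ± 3796 (SD, n = 3 each; exact permutation test, p = 0.2), and the paper's total over all libraries is 268438. The mean number of counts on genes was not higher in PCBP1-OE libraries than in controls.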

Subsequently, the ABLas software (Xia et al., 2017) was utilized to assess the AS events in the global variations of the AS profiles in PCBP1-OE. The results showed that PCBP-1 regulates hundreds of ASEs in PC12 cells. 

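Tested here from the paper's counts per library, all alternative splicing events numbered 15232 ± 1025 in controls and 16759 ± 595 in PCBP1-OE (SD, n = 3 each), a difference of 1527 (two-sided exact permutation test, p = 0.2). Per 100 detected junctions, events were at 8.66 ± 0.202 and 8.87 ± 0.125 (SD, n = 3 each; exact permutation test, p = 0.3), so the difference was within reach of the spread between replicates. With 3 libraries against 3, p cannot go below 0.1. Leaving out control replicate 3 moved the difference per 100 junctions most, to 0.324. Supplementary Table 4 of the paper lists 203 regulated events, 102 up and 101 down, of which the paper's largest classes are 55 intron retention and 46 alternative 3' splice site events. The totals of detected events do not measure whether single events changed their ratio, so they do not test these regulated events. The paper states from tests of single events that PCBP-1 regulates alternative splicing events in PC12 cells. It also reports RT-qPCR of events in Rhot1, Eea1 and Wwp2.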

In the GO assessments, the alternatively spliced genes were enriched in protein ubiquitination, endocytosis, metabolic process, cell migration, cell differentiation, response to hypoxia, negative regulation of the apoptotic process, protein phosphorylation, negative regulation of cell proliferation, and transcription DNA-templated pathways in PCBP1-OE cells (Figure 3B). Enriched KEGG pathways included ubiquitin-mediated proteolysis, glycosaminoglycan degradation, Epstein-Barr virus infection, Dorsoventral axis formation, measles, SNARE interactions in vesicular transport, herpes simplex infection, phosphatidylinositol signaling system, hypertrophic cardiomyopathy, and microRNAs in cancer (Figure 3C). Thus PCBP-1 potentially played a critical role in protein ubiquitination, neuroinflammation, endocytosis, and immunity by regulating AS of associated genes. Then, we used the RT-qPCR assay to examine the changes of the type of AS between control and PCBP1-OE cells. Figures 3D–F exhibits representative RAS events, including cassette exon, alternative 3′splice site, and alternative 5′splice site (Supplementary Table 4). Among those alternatively spliced genes, dysregulation of Rhot1, Eea1, and Wwp2 was associated with mitochondrial damage, endocytosis, and protein ubiquitination. To obtain further insight into RAS events of Rhot1, Eea1, and Wwp2, we used RT-qPCR to confirm if these changes were related to PCBP-1 overexpression in PC12 cells. As shown in Figures 3D–F, the AS events of Rhot1 and Eea1 showed a decreasing trend, whereas Wwp2 exhibited an increase. Together, our results suggested that AS of Rhot1, Eea1, and Wwp2 were regulated by PCBP-1 directly.

**FIGURE 3:**
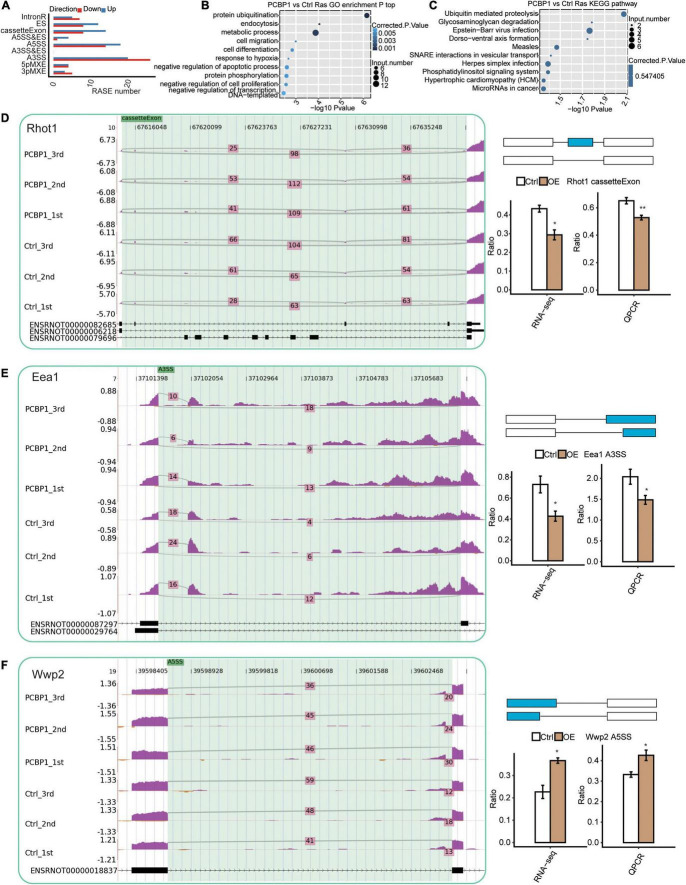
Identification and functional analysis of PCBP-1-mediated AS events. **(A)** Classification of different PCBP-1 regulated AS events. **(B)** The top 10 GO biological process analyses and **(C)** KEGG functional pathway of the alternatively spliced genes. PCBP-1 regulated AS of genes involved in ubiquitination and endocytosis, including **(D)** Rab1a, **(E)** Rhot1, and **(F)** Eea1. Left panel: The schematic diagrams depicting the structures of ASEs, AS1 (purple line), and AS2 (green line). Right panel: The constitutive exons are denoted by black boxes, intron sequences by a horizontal line (top), while alternative exons by a red box. The bottom right panel represents RNA-seq and RT-qPCR validation of AS events. Error bars represent mean ± SEM. **P < 0.01, *P < 0.05.

### Functional Analysis of the PCBP-1 Bound Genes in PC12 Cells

The ABLIRC tool was applied to elucidate the PCBP-1 target genes from the CLIP-seq reads downloaded from GEO (GSE84700). As displayed in Figure 4A, we can see that the quality control of CLIP-sequence is good. The correlation of PCBP1 samples was high and obviously different from that of the control (Figure 4B). A plot of the assayed levels of each gene was reflected using the FPKM in each pair of samples, which suggested that transcripts were enriched in the IP samples (Figure 4C). The distribution of uniquely mapped anti-PCBP1 reads was compared to the overall human genome, and the CLIP-seq reads were much more highly enriched in intron and intergenic regions (Figure 4D). The peaks were identified using the ABLIRC algorithm. Peaks from the two sets of experiments overlapped well (Figure 4E). GO enrichment analysis indicated that these genes interacting with PCBP1 were highly enhanced for modulation of mRNA splicing, chromatin silencing, mRNA processing, and RNA splicing (Go biological process terms, Figure 4F, left panel). Enriched KEGG cascades constituted regulation of actin cytoskeleton, focal adhesion, and endocytosis (Figure 4F, right panel). The UC-rich motifs were highly enriched in the AS overlapping PCBP-1 bound peaks (Figure 4G), suggesting that the first UC motifs were the important target sites for PCBP-1. Consequently, 5 of the target genes overlapped with the PCBP-1-regulated alternatively spliced genes (121) (Figure 4H and Supplementary Table 5).

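For these 5 genes, the paper's Supplementary Table 5 gives junction reads per library, and the ratio of alternative reads to alternative plus mean model reads was recomputed from them. All coordinates are on Rnor_6.0. The exon skipping event of Eps15l1 (chromosome 16, 19176423 to 19198367) was at 32.2% ± 3.64 in controls and 41.8% ± 0.627 in PCBP1-OE (SD, n = 3 each), from 33 to 61 alternative reads per library. The alternative 5' splice site of Fyn (chromosome 20, 44596045 to 44596418) was used at 9.16% ± 2.06 and 18.8% ± 4.53 (SD, n = 3 each), from 5 to 16 reads. For Rpl10a (chromosome 20, 7909038 to 7909142), with 542 to 750 alternative reads, the ratio was 13.1% ± 1.42 in controls and 16.6% ± 1.58 in PCBP1-OE (SD, n = 3 each). Luc7l2 (chromosome 4, 66308424 to 66308925) was at 6.84% ± 3.78 and 14.9% ± 1.72 (SD, n = 3 each) from 2 to 9 reads. The event of Capzb (chromosome 5, 157643322 to 157690578) fell from 27.3% ± 6.76 to 2.38% ± 4.12 (SD, n = 3 each) and rests on 0 to 4 alternative reads per library. In its PCBP1-OE replicate 1 there were 0 alternative reads, with a 95% Wilson interval of 0 to 35.4% that covers counting error only, and in control replicate 1 the interval was 3.62% to 62.4%, so its difference is not resolved in single libraries at this depth. All 5 events had groups that did not overlap, and each exact permutation test gave p = 0.1, the smallest possible. The events had been chosen by the paper on these libraries, so this is not independent evidence. The paper's own p-values are 0.0332, 0.0484, 0.0432, 0.0426 and 0.00889 in the order given. Gene-level counts of Rpl10a were lower in PCBP1-OE, with a log2 fold change of -0.17 (standard error 0.05, adjusted p = 0.0389 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which no longer passed an FDR of 0.05 without control replicates 1 (0.110) or 2 (0.168) or PCBP1-OE replicates 1 (0.150) or 2 (0.151), nor with upper-quartile scaling (0.0525), the exact test with a common dispersion (0.105) or the replicate block (0.168), nor with the exact test with a common dispersion and no filter, chosen after the values were seen (0.252), in a range of 0.0024 to 0.252 over all alternatives.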

**FIGURE 4:**
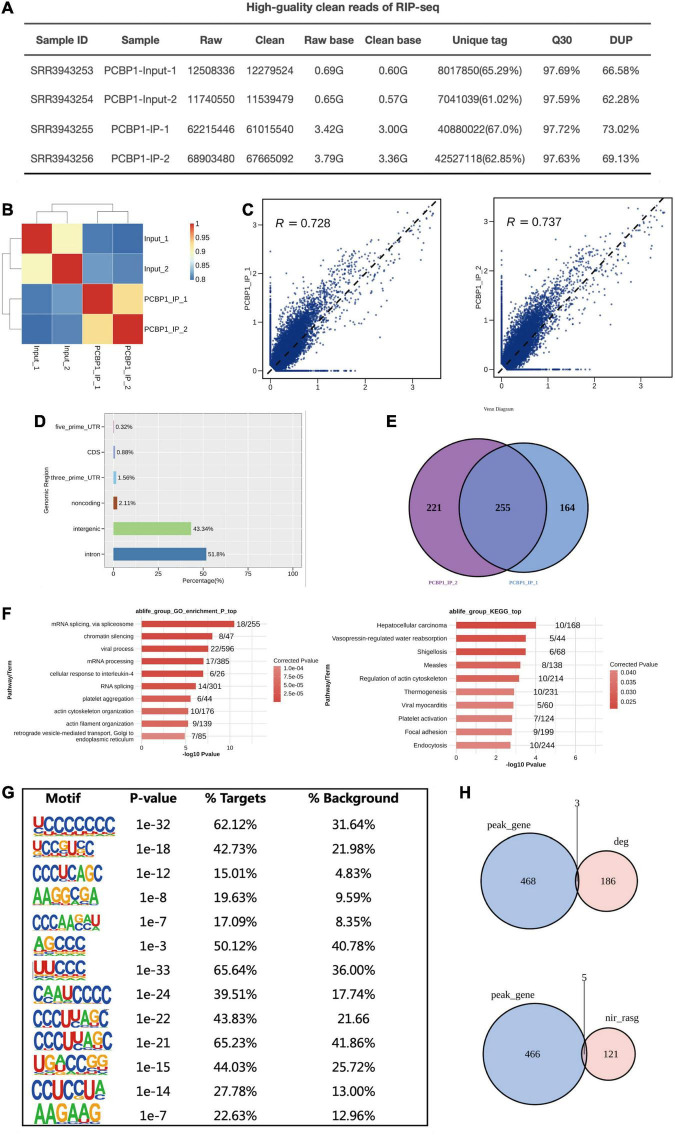
PCBP-1 shows a strong association with RNAs from intergenic and intron regions. **(A)** The quality control of the CLIP sequence was good. (1) Raw data: the number of original sequences transformed from the original image data obtained by sequencing through base calling; (2) Clean reads: the raw reads were trimmed of the adapter sequences, and the number of valid sequences obtained after low-quality bases were used for subsequent analyses; (3) Raw base: the count of the number of bases it contained, based on the number and length of raw reads, in G; (4) Clean base: according to the number and length of clean reads, count of the number of bases it contained, in G; (5) Unique tag: unique tag, the number of non-repeating reads and its proportion of clean reads; (6) Q30: Proportion of bases whose sequencing error rate was less than 0.1%; (7) DUP: duplication level. The ratio of duplicate reads to total reads. **(B,C)** Heat map showing the hierarchically clustered Pearson’s correlation matrix resulting from a comparison of the transcript expression values for control and PCBP-1 immunoprecipitation (IP) samples. **(D)** Bar plot of the genomic region distribution of the control and uniquely mapped PCBP-1 IP reads. **(E)** Venn diagram analysis from the comparative results of ABLIRC peak calling methods. **(F)** GO and KEGG analyses from the comparative results. **(G)** Extracted PCBP1 peaks motifs using ABLIRC Methods. **(H)** Venn diagram from overlapping analysis results for GSE84700 CLIP-seq data with PCBP1 OE RNA-seq using ABLIRC analysis methods.

## Discussion

In this study, we found that the RNA-binding protein PCBP-1 could mediate the transcriptional and post-transcriptional activities of its several target genes in PC12 cells. However, the underlying regulatory mechanisms were largely unknown. To the best of our knowledge, we established that PCBP-1 partially modulated the differential expression of genes associated with neuroinflammation and neuroimmune mechanisms in PC12 cells, involving 132 up-regulated and 58 downregulated genes, indicating PCBP-1 expression level is critical in the neuronal cells.

As an iron-trafficking protein, LCN-2 was the most important gene, down-regulated by PCBP-1 overexpression contributing to both oxidative stress and inflammation. Recently, LCN-2 has been reported to possess various roles in cellular iron transportation and homeostasis. In the central nervous system (CNS), LCN-2 is known to play a role in neuroinflammation under neurodegeneration, glioma, brain injury, and multiple sclerosis conditions (Devireddy et al., 2005; Bao et al., 2010; Bhusal et al., 2021). Byung-Wook Kim has reported that LCN-2 expression can increase in the substantia nigra pars compacta (SNpc) in patients with PD (Kim et al., 2016). Consistently, there were also several up-regulated genes that were involved in various immune processes, including mycovirus (influenza virus) resistance 1 (Mx1), MX dynamin-like GTPase 2 (Mx2), and Bcl7a. Bcl7a has been described as B-cell CLL/lymphoma7 protein family member A, and it is involved in PD through the TNF-α and NF-κB signaling axis (Wischhof et al., 2017). The genetic deletion of Bcl7a in postmitotic neurons elicits motor abnormalities (Lechner et al., 2021). These findings provide novel proof for neuroinflammation and neuroimmune as the crucial modulators for PD pathophysiology.

RNA-seq analysis showed that PCBP-1 partially modulated AS in PC12 cells. Particularly, PCBP-1 binding was associated with increased RASE numbers. Functionally, these changes in gene expression patterns impacted protein ubiquitination and endocytosis. Specifically, PCBP1 correlated with protein modulation. Notably, ubiquitin signaling plays a pivotal role in protein quality control. Ubiquitinylated and misfolded proteins are aggregated in PD, which includes genes encoding regulatory molecules, such as PTEN-induced kinase 1 (PINK1), Parkin, and FBX07, which has provided an opportunity to dissect the molecular basis of ubiquitin signaling in PD pathomechanism and develop novel therapeutic strategies in PD(Walden and Muqit, 2017). These findings provided insights into the PCBP-1’s novel roles in differential splicing modulation by protein ubiquitination.

WW Domain Containing E3 Ubiquitin Protein Ligase 2 (*WWP-2*) has been linked to endothelial injury and vascular remodeling as a key regulatory factor (Watt et al., 2018). WWP-2 knockout mice show significantly enhanced angiotensin II (AngII)-mediated endothelial injury and vascular remodeling following endothelial injury (Zhang et al., 2020). The ubiquitin ligase activity of *WWP-2* might be exploited as the potential target for therapeutic intervention to control iron uptake in diseases involving iron dysomoeostasis (Foot et al., 2008). The Ras Homolog Family Member T1 (*RHOT-1*) protein is not only the substrate for the PINK1-PRKN-dependent degradation pathway but also the active modulator of mitophagy. Thus, *RHOT-1* is assumed to be a potential risk factor in PD (Safiulina et al., 2019). Grossmann et al. (2020) has found that RHOT-1’s disease-causing variants are involved in mitochondrial dysfunction, impaired endoplasmic reticulum-mitochondrial tethering, and calcium homeostasis in PD. Thus, this study brought RHOT-1 in the central highlight for potential therapeutic strategies for PD.

Our results showed that *WWP-2*’s alternative 5′splice event was increased. In contrast, cassette exon and alternative 3′splice events were decreased for *RHOT-1* and *EEA-1* genes. Furthermore, *EEA-1* is the marker of endocytosis, which is involved in the recycling of synaptic vesicles and neurotransmitter receptors in neuron (Delaney, 2017) and is critically involved in maintaining protein homeostasis and neuronal health in PD.

Finally, the CLIP-seq approach identified PCBP-1 bound mRNA targets. The ABLIRC algorithm showed that significant fractions of PCBP-1 bound target peaks were enriched at 3′ UTR region and within coding DNA sequences. In particular, PCBP-1 overexpression might regulate the splice junctions by binding at the intergenic and intronic regions, essential sites for AS events, in Jurkat T cells. Based on the GO and KEGG analyses, PCBP-1 could be involved in multiple cellular processes, including gene expression regulation, RNA splicing, and metabolism, as well as protein ubiquitination. These observations might broaden our understanding of the PCBP-1’s physiological mechanisms in the pre-mRNA splicing regulation.

However, our work has some limitations. Firstly, we only explored the role of PCBP1 by overexpression in PC12 in the physiological state, and although some of the differential genes and AS events associated with PD were identified, the expression of the genes in the physiological condition is substantially different from the pathological condition, thus the results of this study need to be further validated in the PD model. Second, only overexpression intervention was applied in this study, making the findings less persuasive. Down-regulation of PCBP1 expression using knockdown or silencing techniques is needed to evaluate the changes in downstream genes and AS events. Finally, there are few overlapping genes between the results of this study and the CLIP-seq data downloaded from GEO, which may be related to species genetic differences.

## Conclusion

Here, we showed that PCBP-1 partially modulates differential mRNA splicing of genes involved in PD pathophysiology in PC12 neuronal cells. The direct modulation of the gene expressions associated with neuroinflammation, protein ubiquitination, and endocytosis had also been demonstrated. Further studies should be conducted to reveal the biological implications of PCBP-1-modulated neuroinflammation, protein ubiquitination, and endocytosis in neurodegenerative conditions. Hence, we provided novel insights that PCBP-1 potentially participated in various types of AS events of genes having crucial roles in PD pathophysiology.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE196153.

## Ethics Statement

The animal study was reviewed and approved by the Ethics Committee of Social Work Department of People’s Hospital of Xinjiang Uygur Autonomous Region.

## Author Contributions

AY drafted the article. AY and HL revised it critically for important intellectual content. CY and SZ contributed to the revision of the manuscript and figure illustrations. SJ and LY made substantial contributions to the conception and design of the review and gave final approval of the version to be published. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: PCBP-1 Regulates the Transcription and Alternative Splicing of Inflammation and Ubiquitination-Related Genes in PC12 Cell
**Source:** Front Aging Neurosci. 2022 Jun 20;14:884837. doi: 10.3389/fnagi.2022.884837
**Supplement:** Supplementary file 2

Supplementary Material

# Supplementary Table1 qRT-PCR primers for DEG and AS.

| Gene | Primer | Sequence (5'-3') |
| --- | --- | --- |
| **DEG primers** |  |  |
| GAPDH(Rat) | Forward | TCTCTTGTGACAAAGTGGACA |
|  | Reverse | CCCATTCTCAGCCTTGACTGT |
| PCBP1 | Forward | CCACCTCTAGACGCCTACTC |
|  | Reverse | GTGCATCATGGCAAAGTGAG |
| Ep300 | Forward | TTGACCTGGAACATGACTTA |
|  | Reverse | AGACCTTAGCAATTCTGACA |
| Oas1a | Forward | AGGAACTCAGGAGCACCCC |
|  | Reverse | TGGACAGTATCTCGGAAGCA |
| Mx1 | Forward | CAACGTGCATGTAATGGTT |
|  | Reverse | TGAGGTAAGGCTGTGGAA |
| Mx2 | Forward | GCCCTGTCCTTTCCTGTG |
|  | Reverse | AATGGGGAGAAGTTTCTGGT |
| Lcn2 | Forward | TACAGGGTGACTTTGAAGTA |
|  | Reverse | CTCAGATACAGAGCTACGAT |
| Lfit3 | Forward | AGCGGTTGGTTGAAGATG |
|  | Reverse | TGTCAGCCTCTCCTGTATT |
| Bcl7a1 | Forward | CTCATCAGCCTTGGCTTC |
|  | Reverse | TGATAACAGCAACCAGAGC |
| Bcl7a2 | Forward | CACTTGTAGATTCGTAGGGATG |
|  | Reverse | GAAATGGGTGACCGTTGG |
| **AS primers** |  |  |
| Rhot1-M |  | CCATGTACCCGCACGTGACA |
| Rhot1-AS |  | TTCTTAACAGGCACGTGACA |
| Rhot1-M/AS-R |  | GCAAAGACAGTAGCACCA |
| Wwp2-M |  | CCTCTACCAGTCTTCGAGTGC |
| Wwp2-AS |  | AAATGTGGAATCTTCGAGTGC |
| Wwp2-M/AS-R |  | CCCAAGGGATCATGGTCAG |
| Eea1- M/AS |  | GATTCATCAGCAACTCCT |
| Eea1-AS-R |  | GACTTCTTTTTCTCTGAAGAAC |
| Eea1-M -R |  | AGATGAAACCCTCTGAAGAAC |
| Cutc - M |  | TTCCACAGAGATCCAATGGCA |
| Cutc -AS |  | ATGGTTCAAGATCCAATGGCA |
| Cutc -M/AS -R |  | GGTCTGTGAGCTGCTTTATG |
| Rab1a - M/AS |  | ATCTCCAGCCCAGACCAT |
| Rab1a -AS-R |  | AGCACACATACCAGATCACTG |
| Rab1a -M -R |  | AAGGTGACACCAGATCACTG |
| Traf3-M/AS |  | CAGCAGCATCAGGTCAGA |
| Traf3-AS-R |  | AAAGTCTTACTAGCAGGGAG |
| Traf3-M -R |  | ACGTGCAGGGCCTAGCAGGGAG |

[**Supplementary Table 2 PCBP1-OE versus Ctrl DEGs**](Supplementary%20table%202.xls)**(See Excel File Supplementary table 2)**

[**Supplementary Table 3. Alternative splicing events**](Supplementary%20table%203.xlsx)**(See Excel File Supplementary table 3)**

[**Supplementary Table 4. Alternative splicing events**](Supplementary%20table%204.xlsx)**(See Excel File Supplementary table 4)**

How the deposited data were processed for this re-analysis (not part of the article)

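RNA-seq libraries from 6 cultures of cells that the paper names as rat PC12 were used, 3 transfected with a control plasmid and 3 with a PCBP-1 plasmid. Each library was matched to its group and replicate by its own label. The authors deposited raw counts of reads per gene; according to the methods, reads were cleaned with FASTX-Toolkit, aligned to Rnor_6.0 with TopHat2 and counted where they mapped uniquely. The counting tool, its strand setting and the annotation release are not given in the sources used here. Totals of 19730209 to 22315623 counts per library set the depth, and genes with few counts were left out of the tests, so that their changes are not resolved here. Gene symbols were taken from the deposited table, and list members were matched by symbol, or by a synonym in a RefSeq table of the assembly GRCr8, which was used for names only.

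The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM scaling and filterByExpr (minimum count 10, minimum total count 15), which kept 12624 genes and left out 7985. Adjusted p-values are by the Benjamini-Hochberg method, and a DEG has an FDR of 0.05 or less and a change of at least 2-fold. This design, the gene lists for interferon response, inflammatory NF-kB response and hypoxia response, and the alternatives were fixed before the data were examined, except where a test or list is said to have been chosen later. The lists were tested with camera (preset correlation 0.01) and fry of limma 3.58.1. The camera result held for the interferon list under both fry and an estimated correlation. PCA used CPM, each gene centred and scaled. Splicing was tested from the counts in the paper's Supplementary Tables 3 and 5 with exact permutation tests in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1), and ratios of single libraries have 95% Wilson intervals. Libraries were thinned to the smallest total in 20 seeded draws to compare the number of genes detected.

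The genes named in the text follow a rule set in advance: genes whose expression or splicing the paper reports, Gapdh and the paralogs of PCBP-1, the 5 DEGs with the largest increase and the 5 with the largest decrease whose groups do not overlap (only 4 decreases exist), and the genes with an FDR below 1e-50 in the copy of Supplementary Table 2 used here, whose values in that table had been seen. Genes of the lists named beside a list result were chosen after their values were seen. No gene of the count table was matched to Pcbp1 or Hnrnpk, which are not analysed here, and some genes of the lists are not reported by name here.

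Alternatives were RLE and upper-quartile scaling, no filter, a stricter filter (at least 1 CPM in at least 3 libraries), DESeq2 1.42.0, edgeR's exact test with a common dispersion or tagwise dispersions, its likelihood-ratio test, limma-voom, a robust prior, the replicate number as a block and each library left out in turn. The pipeline was tested on simulated data drawn from the means and library sizes of these libraries, in which 191 changed genes passed the filter among 12488 tested. The quasi-likelihood test recovered 88.5% of them, with 7.65% false calls among its calls, and the exact test with a common dispersion 92.1%, with 31.0% false calls. Of the simulated changes, 138 were at least 2-fold, and the noise was drawn for each gene independently. Most genes called in the real libraries changed by less than 2-fold, so these rates do not carry over to them. Lists written later were G2/M genes, S-phase genes, leukocyte markers, and a pair each of chromaffin and glial markers. The GO and KEGG enrichments, the CLIP data, the RT-qPCR and the splicing events without junction reads per library in the supplementary tables were not analysed here.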

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

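Of the tests in this part, those on the scaling of libraries and on leukocyte RNA were chosen only after the result was seen; the test with single libraries left out was planned.

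Among the 38 interferon-response genes tested, 17 that neither the paper's text nor the copy of Supplementary Table 2 used here names passed an FDR of 0.05, all higher in PCBP1-OE. They include Rsad2, Isg15, Dhx58, Usp18, Irf9 and Cxcl10. A shift in scaling moves all genes of a library alike, and it was argued against as the whole cause by the list median standing 0.417 above the median of all tested genes, a difference that does not depend on the scaling factors. RNA from leukocytes was argued against by their markers, whose median was 0.223 CPM in PCBP1-OE. Of 11 markers matched, 4 reached 1 CPM in these cells, with Cd74 at 3.65 and Cd3e at 3.08 CPM in PCBP1-OE the most abundant, and Ptprc, Laptm5, Tyrobp and Coro1a had at most 3 counts in any library. A single library was argued against by the lowest median with 1 library left out, 0.34. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave a list median as large, the real split itself, and with 10 splits chance cannot be excluded. An interferon response in PCBP1-OE cultures may follow from PCBP-1 or from differences between the plasmids or their transfection; no untransfected culture or plasmid dose was analysed here, so these explanations stay open.

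Below the 2-fold threshold, 1169 genes passed an FDR of 0.05, genes that the paper's threshold left out. Of the 10 splits, only the real 1 gave as many genes past an FDR of 0.05 at any fold change, the other 9 splits giving 0 each, and likewise 1 split, the real one, for the number past 2-fold. With 10 splits chance cannot be excluded. The number depends on single libraries: it was 1193 in all, 246, 48 and 2860 without control replicates 1, 2 and 3, and 169, 136 and 697 without PCBP1-OE replicates 1, 2 and 3. No biological explanation was tested for the set as a whole.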

How the results depend on the processing

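The exact test with a common dispersion and no filter, with or without an unadjusted p of 0.01, and all settings for the G2/M and S-phase lists and the genes detected at equal depth, were chosen only after the results were seen.

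The number of DEGs was 24 in the main analysis. It moved to 72 without a filter, 10 with DESeq2, 67 with the exact test and a common dispersion, 50 with the exact test and tagwise dispersions and 49 with the likelihood-ratio test. It was 107 with the exact test, a common dispersion and no filter, and 190 when that fit was read at an unadjusted p of 0.01. With RLE it was 24, upper-quartile 25, the stricter filter 19, limma-voom 24 and the robust prior 26. With 1 library left out it ranged from 5 to 83. Of the 24 DEGs, all were among the calls with RLE, without a filter, with both exact tests and with the likelihood-ratio test. Limma-voom called 20 of them and DESeq2 9. Upper-quartile scaling and the robust prior kept 22 each, the stricter filter 17 and the replicate block 4. Without control replicates 1, 2 and 3, the calls held 10, 4 and 18 of the 24. Without PCBP1-OE replicates 1, 2 and 3 they held 8, 5 and 11. In DESeq2, 1960 genes had no adjusted p. Fewer libraries or another estimate of the spread are built into these settings; beyond that the cause was not tested.

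At any fold change, 1193 genes passed an FDR of 0.05, and 2090 without a filter; with 1 library left out the number ranged from 48 to 2860. Of the 1193 genes, 47.1% were higher (562 higher and 631 lower). The share was 48.2% with RLE (559 and 600), 60.5% with upper-quartile scaling (655 and 427), 64.7% with the exact test and a common dispersion, 67.9% without control replicate 1 (167 and 79), 75% without control replicate 2 (36 and 12), 60.4% without PCBP1-OE replicate 1 (102 and 67), 64.7% without PCBP1-OE replicate 2 (88 and 48), 48.8% and 48.5% without replicate 3 of control or PCBP1-OE, and 87.5% with the replicate block (14 and 2); the cause was not tested. In the fit without a filter, the prior for the spread had no gene-specific part.

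The replicate numbers do not pair the libraries: the deviations of same-numbered libraries from their group means had correlations of -0.0776, -0.0514 and -0.0428 across genes. With the replicate block, 4 DEGs and 16 genes at any fold change passed, and the block costs degrees of freedom. Of these 16 genes, 14 were higher and 2 lower. The interferon, G2/M, S-phase and hypoxia lists thus kept fewer called genes than in the main analysis. The medians of the gene lists kept their sign.

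The interferon list stayed past an unadjusted p of 0.05 with a positive median in all its alternatives, with medians of 0.34 to 0.45 when a library was left out. The NF-kB list reversed without control replicate 2, to -0.0040, in a range of -0.0040 to 0.073. The hypoxia list, at -0.025, reversed without control replicate 2, to 0.011, and without PCBP1-OE replicate 2, to 0.016, in a range of -0.041 to 0.016; its p fell to 0.0442 with fry, for which the median is the same -0.025. The cause was not tested. Of 45 values of the interferon, NF-kB and hypoxia lists, 41 kept their direction and side of the threshold. All 30 values of the 2 later lists did.

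Of 570 values of 34 named genes under the alternatives set in advance, 451 kept their direction and side of the threshold, 100 no longer passed an FDR of 0.05, 15 newly passed and 4 reversed. The reversed ones are small: Luc7l2 at -0.035 without control replicate 3 and -0.022 without PCBP1-OE replicate 1 (range -0.035 to 0.066), Eps15l1 at 0.014 without PCBP1-OE replicate 1 (range -0.075 to 0.014) and Cutc at 0.0030 without PCBP1-OE replicate 2 (range -0.24 to 0.0030). The cause was not tested. 5_8S_rRNA and AABR07063424.1, which the filter leaves out, have no value in the main fit and are not among these 34 genes. The quasi-likelihood test without a filter gave them log2 fold changes of 10.2 and 2.21, in that order. No alternatives were computed for Pcbp1.

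PCA separation on PC1 moved by less than the spread within groups in all alternatives, with 1.51 to 1.77 SD when a library was left out. It is divided by the SD of the same scores, which sets an upper limit, so small moves say little about stability. The mean r of replicates moved to 0.992 with a pseudocount of 0.1 and to 0.996 over the genes kept by the filter, and was 0.997 to 0.998 with a library left out. The difference in splicing events was 63.3 for known events alone, which are fewer, against 1527 for all; with a library left out it ranged from 1221 to 2119, and per 100 junctions from 0.126 to 0.324. The groups of all 5 splicing ratios did not overlap when the reads of both model junctions were summed; leaving out a library cannot make such groups overlap, so it tests nothing here. The low counts of Capzb, Luc7l2 and Bcl7a limit what their values resolve. The alternatives that apply to FPKM were not run, since the values are counts, and DESeq2, the exact tests and the likelihood-ratio test were not run for the gene lists.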

Differences from the paper's values

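The exact test with a common dispersion and no filter, and its reading at an unadjusted p of 0.01, were chosen only after the values were seen.

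The paper gives 132 up-regulated genes, and 20 were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number; they gave 3 to 69. The paper gives 58 down-regulated genes, and 4 were found here, with 0 to 18 in the same alternatives, again none within 1.5 times. The exact test with a common dispersion and no filter, chosen after seeing the values, gave 79 and 28, the same 107 genes as the copy of Supplementary Table 2 used here, with log2 fold changes that differ by at most 1.6e-05. Read at an unadjusted p of 0.01 and a 2-fold change in place of the FDR, also chosen after seeing the values, the same fit gave 132 and 58, and this drops 0 of the 107 genes of the paper's table. The paper's text names an FDR and does not name the edgeR test.

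The paper gives 49.4 ± 1.5 M uniquely mapped reads, without saying whether the error is an SD or an SEM, and the libraries held 20.8 M counts on genes on average. Whether either number counts reads or read pairs is not given in the sources used here, so the scale of the difference is not settled, and no alternative applies.

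The paper reports Bcl7a as increased in RT-qPCR and in sequencing. In the counts, Bcl7a had a log2 fold change of 1.19 and an adjusted p of 0.0808 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives the adjusted p ranged from 0.0113 to 0.263. It was called by the exact test with a common dispersion (0.0113) or tagwise dispersions (0.0291), by the likelihood-ratio test (0.0442) and without control replicate 3 (0.0236), and by the exact test with a common dispersion and no filter, chosen after seeing the values (0.0228), which drops 0 of the 107 genes. For the other 6 genes of that statement, direction and call match the paper in the analysis used throughout. The 2-fold threshold was not kept in every alternative: Lcn2 was at -0.985 with upper-quartile scaling, -0.977 without control replicate 2, -0.990 without PCBP1-OE replicate 1 and -0.998 without PCBP1-OE replicate 3, Ifit3 at 0.979 without PCBP1-OE replicate 2, Oas1a at 0.965 without control replicate 3 and 0.921 without PCBP1-OE replicate 2, and Ep300 at 0.914 without control replicate 3.

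The paper reports the response to hypoxia among the enriched terms. The hypoxia list used here, which is not the GO term, had 1 gene higher and 5 lower past an FDR of 0.05. Its genes were counted at any fold change and not as an enrichment among up-regulated DEGs, so it does not test the paper's term. The paper reports activation of genes related to neuroinflammation. The NF-kB list had 2 genes higher and 2 lower past an FDR of 0.05, while the interferon list had 22 higher and 0 lower.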

Other observations

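In this part, the tests on single-library genes, on the scaling of libraries, on the share of the most counted genes and the first chromaffin and glial lists, the G2/M, S-phase and histone genes, and the omission of single libraries for the genes detected, were chosen only after results were seen.

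Of the 107 genes in the copy of Supplementary Table 2 used here, 26 have over 50% of their counts in 1 library. A candidate explanation is a test with 1 dispersion shared by all genes, which gives no weight to a gene's own spread. The first test of this, the quasi-likelihood test without a filter, called 23 of the 26, which was first read as speaking against it. Its prior for the spread had no gene-specific part in that fit. It too shared its spread between genes, so it could not speak against the explanation. The test was then changed, after this result was seen, to the 10 of these genes that pass the filter. Of these 10, the exact test with a common dispersion called 10, the main quasi-likelihood test 2, the exact test with tagwise dispersions 6 and DESeq2 0. This second test decides nothing: the genes come from a table equal to the calls of the exact test with a common dispersion and no filter and were picked for having most counts in 1 library, so its outcome was largely fixed by the selection. The fit that gave the same 107 genes does share 1 dispersion between all genes, so a shared spread can account for how the table was called. How many of the 26 genes owe their call to it stays open. Amplification or counting artefacts that put the reads into 1 library stay open and were not tested.

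PCBP1-OE libraries had more genes with at least 1 count: 17390, 17348 and 17153, against 16950, 17085 and 17085 in controls. Library size was argued against as the cause, since at equal depth the groups still differed by 326.3 genes (exact permutation test, p = 0.1, the smallest possible) with 282.9 to 376.3 when a library was left out. The 100 most counted genes took shares that overlapped between groups, with a difference of -0.390 percentage points, a value within its spread (24.4 ± 0.890% in controls and 24.0 ± 0.942% in PCBP1-OE, SD, n = 3 each) that leaves a few genes taking most of the counts open. A wider transcription in PCBP1-OE, or traces of genomic DNA or plasmid in some libraries, may remain, and were not tested.

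Chga, Chgb, Dbh and Ddc, genes of chromaffin cells, the origin of the PC12 line, were near 0 in all 6 libraries, with at most 9 counts in any. Th was at 7.84 and Scg2 at 145 CPM. Loss of single genes in counting stays open. In a second list of 24 chromaffin genes, written before its genes were looked at and 22 of them matched, the median percentile among all genes was 41.3, but the members lay both high and low; 10 of 22 reached 1 CPM, Uchl1 with 308 and Syn1 with 37.3 being the most abundant. The first list, looked at before, had a median percentile of 31.0, with 4 of 21 matched genes at 1 CPM or more. Genes found in glial cells were abundant: Sox10 was at 383, S100b at 224 and Pdgfra at 213 CPM, and the first glial list, 9 of whose 12 genes reached 1 CPM, had a median percentile of 75. Other glial genes were near 0, with at most 3 counts of Fabp7 and 1 of Slc1a3 in any library. The second glial list, written before its genes were looked at, had a median percentile of 65.1, between the limits set for and against; 19 of its 24 genes reached 1 CPM, Cryab with 732, Cd9 with 715 and Cd44 with 663 being the most abundant. It is a hypothesis that these cultures may carry a profile with glial features; a subline that lost chromaffin genes, a mixture of cells or another line cannot be told apart from it, since no reference PC12 profile was analysed here.

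A list of 25 G2/M genes, 23 of them tested, had a median log2 fold change of -0.19 in PCBP1-OE, with 19 lower and 12 past an FDR of 0.05, all lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (camera p = 4.8e-08, with an estimated correlation 0.0390, fry 0.00235). The list was written after lower Cdk1, Plk1, Birc5, Cdca3 and Tacc3 had been seen, which are left out of it. Scaling as the whole cause was argued against by the list median standing at -0.190 relative to the median of all tested genes, a difference that does not depend on the scaling factors; the list median was -0.19 under RLE and -0.17 under upper-quartile scaling. A smaller share of dividing cells predicts lower S-phase genes, and their median log2 fold change was -0.14 over 24 genes, with 6 past an FDR of 0.05, all lower. For them camera gave p = 2.0e-05 with the preset and p = 0.0274 with the estimated correlation, and fry gave p = 9.3e-04. That list was written after lower Tk1 was seen, which is left out. Over all tested genes, only 12 passed an FDR of 0.05 as lower without control replicate 2, and 2 with the replicate block. The counts of called genes in the G2/M and S-phase lists are thus not kept in every setting. Replication-dependent histone genes, whose transcripts also go with S phase, moved the other way: 22 of 27 tested were higher, 4 past an FDR of 0.05, all higher, with a median log2 fold change of 0.31, and 0.31 under RLE and 0.33 under upper-quartile scaling. Whether counts of these histone genes follow S phase in libraries of purified poly-A RNA was not tested, so they decide nothing here. A smaller share of dividing cells stays open.

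Of the 10 splits of the libraries into 3 and 3, the real split alone gave a median as large for the G2/M, S-phase and hypoxia lists (1 split each), and 2 splits did for the NF-kB list, the real one and 1 other. With 10 splits, chance cannot be excluded for any of them.

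Gene-level log2 fold changes were small for genes whose splicing the paper reports: Rhot1 -0.043, Wwp2 -0.047, Rab1a 0.12, Cutc -0.084, Capzb -0.093, Fyn -0.065, Eps15l1 -0.027 and Luc7l2 0.014, none past an FDR of 0.05. Eea1, at 0.41 (adjusted p = 0.0437), and Traf3, at 0.43 (adjusted p = 0.0419), passed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, but with 1 library left out Eea1 passed only without control replicate 3 (0.0323; 0.154 with the replicate block, in a range of 9.7e-04 to 0.187 over all alternatives), and Traf3 likewise (7.3e-04; 0.145 with the replicate block, in a range of 2.8e-04 to 0.179). The paralogs Pcbp2, Pcbp3 and Pcbp4 were at 0.027, -0.11 and -0.13 and did not pass, though Pcbp4 did without control replicate 3 (0.0189, in a range of 0.0189 to 0.482). Gapdh, the reference gene of the RT-qPCR, was at -0.16 (standard error 0.04, adjusted p = 0.0356), lower in all PCBP1-OE libraries, and did not pass without control replicate 2 (0.0981), PCBP1-OE replicate 1 (0.116) or PCBP1-OE replicate 2 (0.147), nor with upper-quartile scaling (0.05002), the exact test with a common dispersion (0.153), the likelihood-ratio test (0.146) or the replicate block (0.201), nor with the exact test with a common dispersion and no filter, chosen after the values were seen (0.340), in a range of 7.6e-04 to 0.340 over all alternatives.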
